A study of Homo sapiens with 38 samples. Its data were reported in "Embryonic stem cell factors DPPA2/4 amplify active H3K4me3–H2AK119ub chromatin domains in non-small cell lung cancer" (2026).

How the data were processed

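Protein binding was mapped by CUT&RUN (cleavage under targets and release using nuclease), in which an antibody brings a nuclease to the protein it binds and the chromatin cut free around that protein is sequenced. The human cell lines were NCI-H661 (H661), a non-small cell lung cancer line that makes its own DPPA2 and DPPA4, and NCI-H1299 (H1299), a non-small cell lung cancer line given doxycycline-inducible Flag-tagged DPPA2 and V5-tagged DPPA4. H661 was studied as the parental line and as 2 derived lines with doxycycline-inducible short hairpin RNAs, against DPPA4 (shDPPA4) or against both DPPA2 and DPPA4 (shDPPA2+4), grown for 7 days with water or with 2 µg/mL doxycycline. The series held 38 libraries, of which 8 were IgG controls and 30 had files of enriched regions from 2 callers each.

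The authors trimmed reads with Trim Galore (version 0.6.6 in the submitters' processing notes), aligned them to the human genome build hg38 with BWA (0.7.13), handled alignments with SAMtools (1.9) and marked duplicates with Picard (2.6.0). Regions were then called by the authors for each library separately, with no pooling of replicates, by MACS2 (2.27.1 in the processing notes), which gives narrow peaks, and by EPIC2, which joins enriched bins of 100 bp into domains. Each deposited EPIC2 file gives whole-number read counts of the library and of its IgG control per domain, neither of them normalized. The log2 fold change over IgG in the deposited EPIC2 files sets the first count against the second after scaling for library size. The p-value and false discovery rate (FDR) of each domain are those the authors deposited. The score in the deposited EPIC2 files equalled the log2 fold change times 100 and held no further information. The deposited MACS2 files give for each peak a fold enrichment over the local background of the IgG control, which is a ratio. Their p-value and q-value columns were deposited as −log10 values, and the integer score of a deposited peak follows from the q-value. All of these values per region are the authors' and were used here to filter, rank or describe regions within a list, and the domain counts also for the density of reads.

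Regions with an FDR below 0.05 and a log2 fold change above 1 (for MACS2, a fold above 2) on the autosomes and chromosome X were kept. The FDR and fold limits are those the study states, and the choice of chromosomes was made here. The study also excluded regions on a blacklist, which was not at hand and was not applied. MACS2 peaks were used for parental H661 and EPIC2 domains for H1299, following the figures of the study. EPIC2 domains were also used for the short hairpin lines, where the study names no use of EPIC2 for CUT&RUN and its methods give MACS2. No region lay past a chromosome end of the reference (GRCh38), and gene positions came from GENCODE 44. Every protein-coding gene had 1 promoter, the transcription start site (TSS) ± 1500 bp, giving 19962 promoters, of which 19617 were placed by a canonical transcript and the rest by the 5′ end of the gene. A promoter carried a protein when a region of that protein touched its window. DPPA2/4 promoters carried both a DPPA2 peak and a peak of the N-terminal DPPA4 antibody in parental H661, and promoters with neither protein served for comparison. CpG content was taken from the TSS ± 500 bp: CpG-rich promoters had a GC content above 55% and a CpG observed/expected ratio above 0.75, and CpG-poor promoters a ratio below 0.5. Regions of 2 lists were counted as overlapping when they shared at least 25% of the shorter region. For H1299, domains found in both replicates were merged into a consensus.

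The depth of a whole library cannot be read from lists of regions. The EPIC2 domains held between 93954 reads (Flag monoclonal antibody, H1299 replicate 2) and 7049330 reads (MTF2 in shDPPA2+4 control cells) per library. Within a library the log2 fold change minus the log2 ratio of the 2 counts was constant, which gives the size of the library relative to its IgG control. In domains with identical ends the IgG counts were the same in the water and doxycycline libraries of each rabbit antibody, and in both H1299 replicates of 5 antibodies. For the Flag monoclonal antibody, the IgG counts of both replicates equalled those of replicate 2 of the DPPA2 antibody. These pairs therefore shared an IgG control and their sizes could be compared. Changes in density, in reads per kb of domain, are given per library read wherever this scaling is named. It was chosen after the files had been seen. It does not enter the planned difference between promoter classes, since both classes lie in the same pair of libraries.

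Overlaps were compared with 100 random circular shifts of the DPPA4 list along each chromosome, and promoter lists with 10000 random lists of the same size matched on deciles of CpG observed/expected or on control density. A percentile gives the share of those lists below the observed value, with ties split evenly, and describes these libraries alone. Shares carry exact Clopper-Pearson 95% intervals and medians 95% intervals from 2000 bootstrap resamples. These intervals cover counting error only. H1299 libraries of DPPA2-directed and DPPA4-directed antibodies were compared by exact two-sided permutation tests over all 924 splits, with Benjamini-Hochberg adjustment over the 2 tests. The groups, tests, gene lists and most of the alternatives below were fixed before the data were examined.

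The gene lists were Wnt signalling, developmental transcription factors, autophagy and proteasome, ribosomal proteins, olfactory receptors, keratin-associated proteins, germline genes, pluripotency genes, Polycomb subunits, epithelial and mesenchymal markers, lung lineage markers, neuroendocrine markers, immune cell markers, and loci that the study showed or named. The last of these was chosen by the study on samples that include these. Ribosomal proteins were taken by their name pattern, which also takes 11 other genes, mainly S6 kinases. The genes named were DPPA2 and DPPA4, the 10 that stood highest by the worst of their within-list ranks in parental H661 and in H1299, the 10 with the highest control RING1B density among DPPA2/4 promoters without a RING1B domain above the fold limit after doxycycline in both lines, up to 4 bound and 2 unbound members of each list in list order (some of which are left out of the text), and all loci of the study's list. A bound gene is one whose promoter is a DPPA2/4 promoter.

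Alternatives were a stricter and a looser fold limit, the other caller, other overlaps, other promoter windows, other antibodies, another CpG class, lists of equal length in both arms, the omission of replicates or of the Flag monoclonal antibody, and permutations within replicate number or over antibody means. The alternatives for numbers of DPPA2/4 promoters and of overlapping peaks or domains, the gene lists in each H1299 replicate, the CpG weighting of combined proteins and the ribosomal list without the 11 other genes were added after the data had been seen. The overlap, density, domain-keeping and cofactor statistics were tested on simulated data with 15838 promoters, whereas the CpG-rich share, gene-list percentiles, CpG weighting and correlations were not. A planted RING1B density difference of −0.50 came back as −0.50 in shDPPA4 and −0.49 in shDPPA2+4. A planted difference of −20 points in RING1B promoters kept came back as −21.2 and −21.1 points. A factor set by CpG content alone differed from its matched lists by 0.462 percentage points, and 6.5% of 400 unchanged groups of 6 against 6 fell under 0.05 in the exact test. The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9. Regions on chromosome Y, on unplaced contigs and on the mitochondrial genome were left out, and other assays of the study were not analysed here.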

Results

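To find where DPPA2 and DPPA4, a pair of SAP domain proteins of the early embryo, sit on chromatin in lung cancer cells, 30 antibody libraries with enriched regions were examined. Parental H661 cells had 4 libraries, from a DPPA2 antibody and from 3 DPPA4 antibodies (N-terminal, ab154642 and central region). H1299 cells expressing both tagged proteins had 12 libraries, from 6 antibodies with 2 replicates each. The shDPPA4 and shDPPA2+4 lines had 7 libraries each, with DPPA4 and RING1B profiled with water (control) and with doxycycline, and PCGF1, MTF2 and EP300 profiled in the control arm. Among EPIC2 lists, the number of domains ranged from 4904 (Flag monoclonal antibody, H1299 replicate 2) to 105640 (MTF2, shDPPA4 control). H661 cells had 1 library per antibody and arm, so that no difference among them has a replicate check and no p-value is given for them. The labels do not say whether the H1299 replicates came from separate cultures, and p-values in H1299 therefore measure the spread between these libraries, which may be technical.

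Many DPPA2 and DPPA4 peaks coincided in parental H661 cells. Of the coinciding DPPA2 peaks 58.2% lay at promoters, or 49.8% with promoters of TSS ± 500 bp. Promoters were ordered by the worse of their ranks for the 2 proteins. The first was that of MAP3K6, a MAP kinase kinase kinase, with a DPPA2 peak of 41.9-fold over background at chromosome 1, 27365495 to 27367600, and a DPPA4 peak of 44.8-fold at 27365380 to 27367764, each covering the TSS. Next came FBXO9, an F-box protein, on chromosome 6 at 53064375 to 53065813 with 34.9-fold for DPPA2 and 38.6-fold for DPPA4, in a peak shared with the start of the unnamed gene ENSG00000288646. The shared promoter of WDR62, a centrosome protein, and THAP8 on chromosome 19 had 29.9-fold for DPPA2 and 28.8-fold for DPPA4, and the promoters of APLP1, CENPM, PANK4 and CNNM3 had between 26.0-fold and 32.4-fold. HES3, a Hes family repressor, had 33.4-fold and 26.6-fold, with both peaks downstream of the TSS and only their ends inside the promoter window. In contrast, the promoters of DPPA2 and DPPA4 themselves had a DPPA4 peak (8.54-fold and 5.08-fold) and no DPPA2 peak.

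Of 26640 DPPA2 peaks in H661, 12993 (48.8%, 95% interval 48.2–49.4%) overlapped a DPPA4 peak, and 13559 of 19954 DPPA4 peaks (68.0%) overlapped a DPPA2 peak. Randomly shifted DPPA4 lists overlapped 0.940% of DPPA2 peaks (range of the central 95% of shifts, 0.766–1.23%). Among the overlapping DPPA2 peaks, 7559 (58.2%, 57.3–59.0%) touched a promoter, against 2.98% of random regions of the same sizes. At the level of genes, 7820 promoters (39.2%) carried both proteins, 1435 carried DPPA2 alone, 1566 carried DPPA4 alone and 9141 carried neither. The ab154642 antibody, with 27591 peaks, covered 56.9% of DPPA2 peaks. The central-region antibody had 1725 peaks and covered 5.26%, although 88.5% of its own peaks overlapped DPPA2 and 99.3% of the promoters it shared with DPPA2 were also DPPA2/4 promoters by the N-terminal antibody.

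CpG-rich promoters were far more often bound than CpG-poor ones. Bound CpG-rich promoters included those of CLDN3, a tight junction protein (19.0-fold for DPPA2), CYP26A1, which degrades retinoic acid (16.3-fold), FOXO3, a forkhead transcription factor (15.9-fold), and DLX2, a homeobox factor (15.1-fold). CpG-poor promoters without either protein included those of POU5F1 and NANOG, core factors of pluripotent cells, and of SFTPA1 and SFTPB, surfactant proteins of the lung. Of 8410 CpG-rich promoters, 5145 (61.2%, 60.1–62.2%) carried both proteins in H661, compared with 287 of 5637 CpG-poor promoters (5.09%, 4.53–5.70%). By deciles of CpG observed/expected, the share rose from 0.951% in the lowest to 65.3% in the highest. The corresponding H1299 shares were 49.6% of CpG-rich and 3.26% of CpG-poor promoters, and went from 0.851% to 56.2% across deciles. With the central-region antibody in place of the N-terminal one, 7.91% of CpG-rich promoters in H661 were DPPA2/4 promoters.

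**Figure D1:**
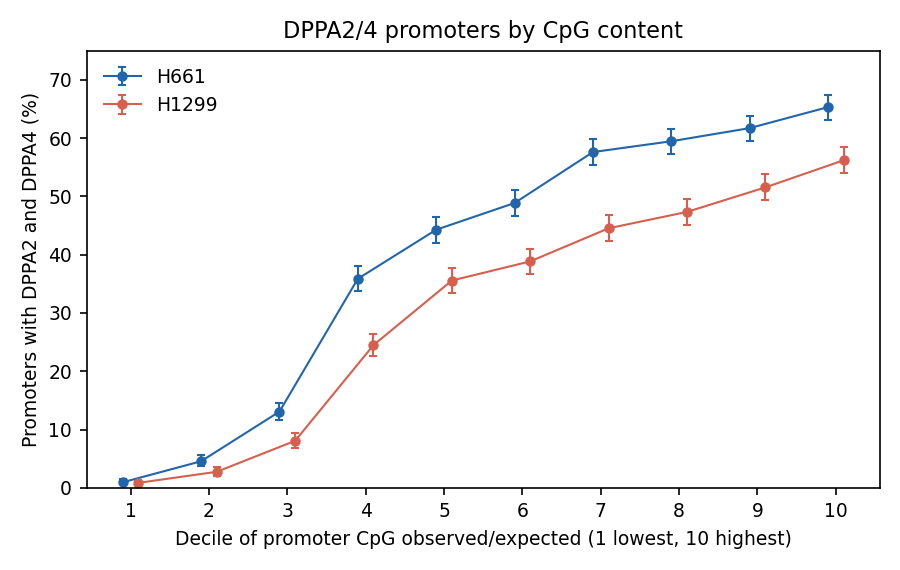
Percentage of promoters that carried both DPPA2 and DPPA4 (vertical axis) in each decile of promoter CpG observed/expected (horizontal axis, 1 lowest) for H661 and H1299, with bars for exact 95% intervals. The share climbs from 0.951% to 65.3% in H661 and from 0.851% to 56.2% in H1299.

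Gene groups were set against CpG-matched lists for how often their promoters carried DPPA2/4 in H661. Developmental transcription factors were bound at 51 of 85 promoters (percentile 98.1 among CpG-matched lists), among them DLX1 (13-fold for DPPA2), DLX2, DLX3 (10.2-fold) and DLX5 (7.46-fold), with DLX4 and PAX1 unbound. Polycomb subunits were bound at 25 of 36 (percentile 95.8), within the central 95% of matched lists (14 to 26), including RNF2, which encodes RING1B (6.88-fold), PCGF1 (11.3-fold), PCGF2 (10.5-fold) and BMI1 (8.49-fold), with RING1 and PCGF3 unbound. Germline genes were bound at 5 of 42 promoters (percentile 0.005): SYCP2 (13.2-fold), TEX15, TDRKH and HORMAD2 carried both proteins, while DAZL and DDX4, RNA-binding proteins of germ cells, did not. The fifth bound member was DMC1, a meiotic recombinase, named after its value was seen. Of 16 neuroendocrine markers, only DLL3, a Notch ligand (9.29-fold), was bound, and NEUROD1, a transcription factor of neuroendocrine differentiation, was not (percentile 0.05). Ribosomal proteins were bound at 38 of 100 promoters (percentile 0.115), with RPL10A (7.38-fold), RPL13 and RPL15 bound and RPL10 and RPL10L not. Without the 11 other genes that the name pattern takes, 32 of 89 were bound (percentile 0.05).

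Several other groups also lay within the range of their CpG-matched lists. Wnt signalling genes were bound at 32 of 60 promoters (percentile 60.4), with WNT1 (7.91-fold), WNT2B (12.5-fold), WNT4 (10.8-fold) and WNT7B (14.2-fold) bound and WNT2 and WNT3 unbound. Autophagy and proteasome genes were bound at 34 of 65 (percentile 55.1), including ATG2A, ATG3, ATG10 and ATG12, while ATG2B and ATG4A carried DPPA4 without DPPA2. Pluripotency genes were bound at 9 of 31 (percentile 20.7), among them SOX2 (10.8-fold), LIN28B (7.30-fold), KLF2 (6.79-fold) and SALL4 (5.32-fold). Epithelial and mesenchymal markers were bound at 12 of 28 (percentile 74.5), with EPCAM, CLDN3, CLDN7 and ESRP1 bound and CDH1, encoding E-cadherin, and KRT7 unbound. Lung lineage markers were bound at 4 of 19 (percentile 47.2): NKX2-1, the lung lineage transcription factor (15.0-fold), FOXJ1, ABCA3 and ETV5. The CpG-poor groups of olfactory receptors (1 of 416, OR1F1) and keratin-associated protein genes (0 of 94) were bound less than their matched lists (percentiles 0 and 1.00), KRTAP1-1 and KRTAP1-3 among the unbound. None of 20 immune cell markers, PTPRC and CD3D included, was bound (percentile 12.3). Of the 17 loci on the list chosen on these samples, 13 were bound (percentile 99.98), a count that is no independent evidence. They were DLX1, DLX2, ITGB8 (13-fold), CYP26A1, VGF, SALL4, LIN28B, NSD2, FOXO3, PAX6, CDK6, NR2F1 and TFAP2C (11.0-fold). FOXP2 and ELP4 had a DPPA4 peak only, and NANOG and AFP had neither. Only the promoter of each gene was examined, which for FOXP2 and ELP4 lies outside the regions displayed by the study.

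**Figure D2:**
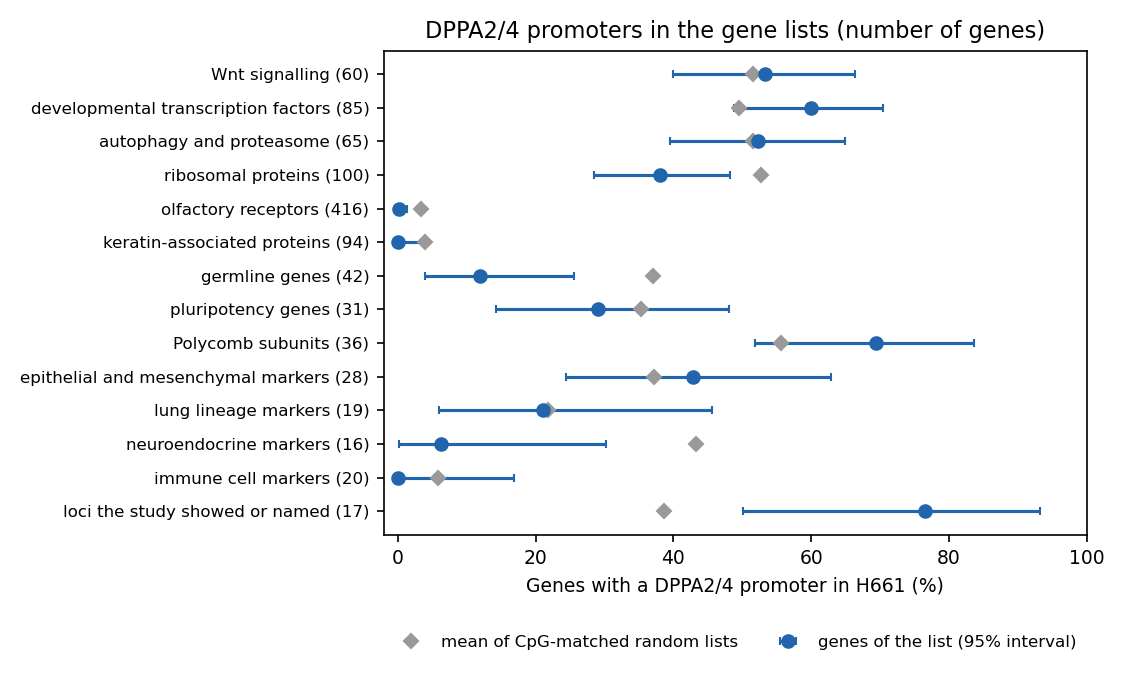
Percentage of genes with a DPPA2/4 promoter in H661 (horizontal axis) for each gene list, with the number of genes in brackets, exact 95% intervals and the mean of CpG-matched random lists as diamonds. Germline genes (5 of 42), neuroendocrine markers (1 of 16) and ribosomal proteins (38 of 100) lie below their matched mean, and the loci chosen on these samples (13 of 17) above it.

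Next, the sites of the introduced proteins in H1299 were examined. The first promoters by the worst of their ranks over both replicates of DPPA2 and DPPA4 were those of WNK2, a WNK family kinase, ITSN2, an endocytic scaffold, TRMU, a mitochondrial tRNA-modifying enzyme, and INA, an intermediate filament protein, followed by GPR89B, CCND3, which encodes cyclin D3, SNX18, UBE2G1, OAT and ANTKMT. At WNK2 the log2 fold change over IgG was 8.11 and 5.76 in the 2 DPPA2 replicates and 8.08 and 5.71 in the 2 DPPA4 replicates. Of the 40 domains behind these 10 genes, 29 had 0 IgG reads and the rest at most 7. The folds of the 29 rest on the caller's stand-in for missing reads and served for ranking alone. The order depends on the IgG reads as well. In replicate 1 of DPPA4, WNK2 had 111 reads over 0 IgG reads (270-fold) and ITSN2 116 reads over 1 (70.5-fold). Also in H661, 9 of the 10 carried both proteins, and GPR89B carried DPPA2 without DPPA4.

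Of 11790 consensus DPPA2 domains in H1299, 7541 (64.0%, 63.1–64.8%) overlapped a consensus DPPA4 domain, and 7205 of 9619 DPPA4 domains (74.9%) overlapped DPPA2. Shifted lists overlapped 1.23%. Within replicates the share was 77.6% and 43.9% (mean 60.7% ± 23.8, SD, n = 2). Both proteins were present at 6193 promoters. The counts rest on replicate 2, the smaller set of lists: replicate 1 alone had 12259 promoters and 26451 overlapping domains, and replicate 2 alone 6122 and 7926. With MACS2 peaks 830 of 2081 DPPA2 regions (39.9%) overlapped DPPA4 and 742 promoters carried both.

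Antibodies to DPPA2 or its Flag tag and antibodies to DPPA4 or its V5 tag were then compared, to see whether either protein had more domains or more of them at promoters. DPPA2-directed libraries had a mean log2 number of domains of 14.07 ± 1.00 (SD, n = 6) and DPPA4-directed libraries 14.62 ± 0.61 (n = 6). The difference of −0.55 was within the spread of the libraries (exact permutation test, p = 0.297, adjusted p = 0.593). Domains at promoters made up 44.5% ± 12.7 of DPPA2-directed and 47.1% ± 10.0 of DPPA4-directed lists, a difference of −2.57 percentage points that was also within the spread (exact permutation test, p = 0.727, adjusted p = 0.727). The smallest p the design allows is 0.00216. The direction of the promoter difference turned to 1.79 points without the Flag monoclonal antibody and to 6.37 points without replicate 2. Replicate 1 had more domains than replicate 2 for each of the 6 antibodies, from 1.3 times for ab154642 to 4.93 times for the Flag monoclonal antibody. Between 73.8% and 85.3% of replicate 2 domains overlapped replicate 1, except for the Flag monoclonal antibody at 27.9%.

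**Figure D3:**
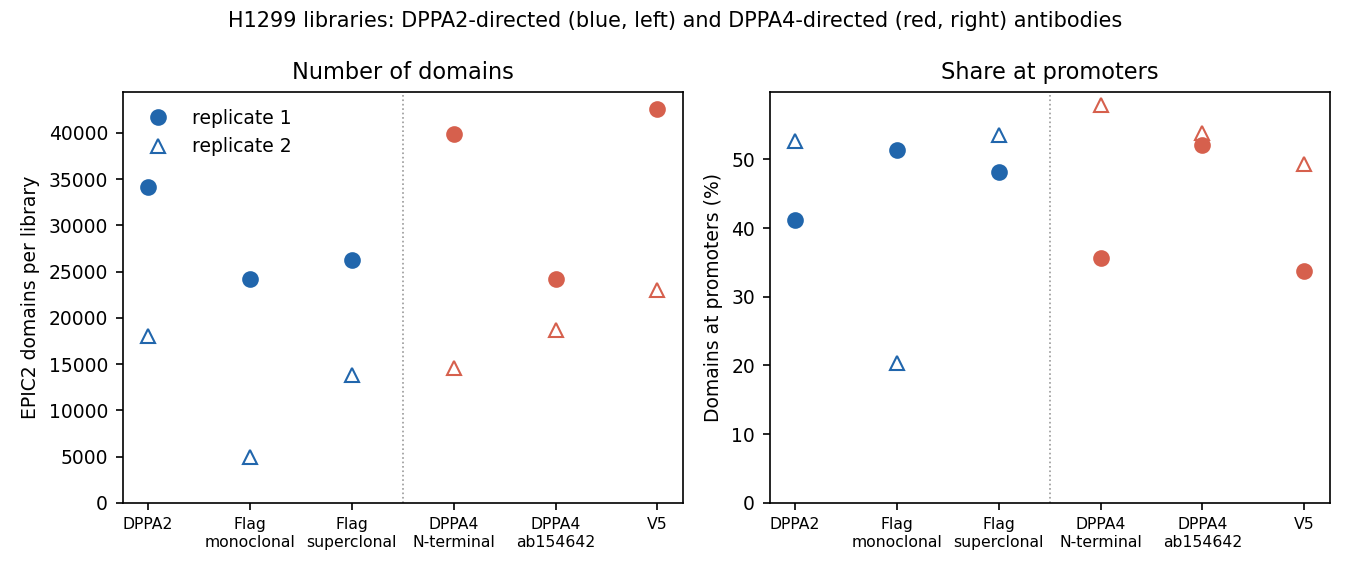
Number of EPIC2 domains (left) and percentage of domains at promoters (right) for each of the 12 H1299 libraries, with replicate 1 as filled circles and replicate 2 as open triangles. Replicate 2 of the Flag monoclonal antibody has the fewest domains, 4904, and the lowest promoter share, 20.3%.

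Promoters bound by the introduced proteins in H1299 were for the most part those bound by the endogenous proteins in H661. They included 17 Wnt signalling genes such as WNT7B, 35 developmental transcription factors such as DLX2 and DLX5, 21 autophagy and proteasome genes such as ATG10 and ATG12, and 15 Polycomb subunits such as PCGF1, PCGF2 and BMI1. Of 6193 H1299 promoters with both proteins, 4664 (75.3%, 74.2–76.4%) were DPPA2/4 promoters in H661, against 53.8% (52.9–54.8%) in CpG-matched lists, whose highest value was 55.5%. The other 1529, DLX4, PCGF3 and RPL10 among them, included 587 with neither protein in H661. In turn, 3156 DPPA2/4 promoters of H661 did not carry both proteins in H1299, among them DLX1, SOX2, LIN28B, SALL4, CLDN3, CYP26A1 and NKX2-1. This number rests on the short lists of replicate 2: in replicate 1 alone 475 of the 7820 did not carry both proteins, and of the genes just named only SALL4 did not. Pluripotency genes were bound at 2 of 31 promoters in H1299 (percentile 0.11), KLF5 and DNMT3B, and germline genes at 4 of 42 (percentile 0.06), SYCP2, TEX14, TDRD9 and HORMAD1, all but SYCP2 named after their values were seen. In replicate 1 alone, examined after the data had been seen, pluripotency genes were bound at 9 of 31 (percentile 0.015), SOX2, KLF2 and LIN28B among them, and germline genes at 14 of 42 (percentile 0.005). Developmental transcription factors were bound at 40 of 85 (percentile 93.7) and Wnt signalling genes at 22 of 60 (percentile 20.2), but in replicate 1 alone these stood at percentiles 4.23 and 2.59. Replicate 1 alone had autophagy and proteasome genes bound at 64 of 65 (percentile 100), ribosomal proteins at 96 of 100 (percentile 100) and Polycomb subunits at 35 of 36 (percentile 99.4), against percentiles of 88.0, 5.05 and 71.5 in replicate 2 alone. The share per replicate was 59.9% and 75.3% (mean 67.6% ± 10.9, SD, n = 2). Defined with the central-region antibody in H661, 13.3% of H1299 promoters were shared.

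The shRNA lines were used to see which Polycomb proteins and which acetyltransferase sit at DPPA2/4 promoters. RING1B is the catalytic subunit of Polycomb repressive complex 1, PCGF1 a subunit of its variant form, MTF2 an accessory subunit of Polycomb repressive complex 2, and EP300 an acetyltransferase of histone H3. All 10 of the leading H661 promoters, MAP3K6 to HES3, carried RING1B, PCGF1 and EP300 in both control arms, and 6 of them carried MTF2. At DPPA2/4 promoters, RING1B was present at 95.1% (94.6–95.6%) in the shDPPA4 line and 91.8% (91.1–92.4%) in the shDPPA2+4 line, compared with 66.6% and 61.4% at CpG-matched promoters with neither protein. EP300 was present at 83.6% (82.8–84.5%) and 86.3% (85.6–87.1%), compared with 38.4% and 41.7%, and PCGF1 at 49.7% (48.6–50.9%) and 47.9% (46.7–49.0%), compared with 12.4% and 11.4%. MTF2 showed the smallest difference by EPIC2 domains, with 83.9% (83.1–84.7%) and 82.6% (81.7–83.4%) compared with 72.2% and 74.4%. The mean difference over both lines was 29.5 percentage points for RING1B, 36.9 for PCGF1, 9.89 for MTF2 and 44.9 for EP300, each above all 10000 matched lists in either line. With a log2 fold limit of 2 the MTF2 difference turned to −3.68 points and the EP300 difference was 27.3 points. The other caller gave MACS2 peaks for these proteins but EPIC2 domains for the promoter classes of H661. PCGF1 then had the smallest difference, 6.56 points beside 10.1 for MTF2. The MTF2 difference was 2.41 points with the central-region antibody.

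**Figure D4:**
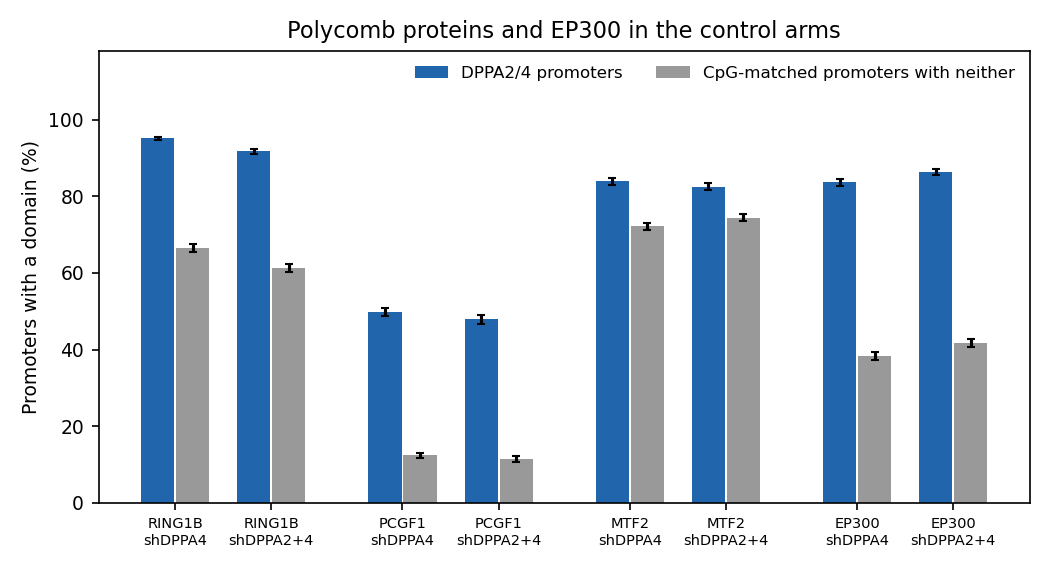
Percentage of promoters with an EPIC2 domain of each protein in the control arm of each shRNA line, for DPPA2/4 promoters and for CpG-matched promoters with neither protein, with exact 95% intervals on the former and the central 95% of matched lists on the latter. EP300 differs most between the promoter classes (83.6% against 38.4% in shDPPA4 cells) and MTF2 least (83.9% against 72.2%).

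RING1B and EP300 occurred together at 5854 of 7820 DPPA2/4 promoters (74.9%, 73.9–75.8%), for example at DLX1, DLX2, CLDN3, FOXO3 and SOX2, in contrast with 1042 of 9141 promoters with neither protein (11.4%, 10.8–12.1%), or 27.8% when these were weighted to the CpG content of DPPA2/4 promoters. All 4 proteins were present at 23.6% of DPPA2/4 promoters, including DLX2, CYP26A1, PAX6 and BMI1, and at 0.842% of promoters with neither (2.28% weighted). The weighting was added after the data had been seen. The gene groups, counted by a domain in both control arms, differed in this respect. Developmental transcription factors carried PCGF1 at 53 of 85 promoters (percentile 100 among CpG-matched lists of all promoters) and EP300 at 34 of 85 (percentile 0.025). Wnt signalling genes carried RING1B at 53 of 60 (percentile 99.8), MTF2 at 55 of 60 (percentile 99.99) and EP300 at 28 of 60 (percentile 1.36). Ribosomal proteins had the reverse for MTF2, with 44 of 100 (percentile 0) beside RING1B at 89 of 100 (percentile 99.9).

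Knockdown was first examined at DPPA4 itself. At MAP3K6, DPPA4 density per library read changed by −0.10 on the log2 scale in shDPPA4 cells and by −0.97 in shDPPA2+4 cells, and at CNNM3 by −1.11 and −1.21. At DLX1 the changes were −0.61 and −0.95, and at CYP26A1 −0.75 and −0.79. Of the 10 leading H661 promoters, 7 had higher density in shDPPA4 cells, among them FBXO9 and CENPM (both 0.73) and PANK4 (0.66), whereas in shDPPA2+4 cells these changed by −0.31, −0.99 and −0.11. HES3 had higher density in both lines (1.27 and 0.45). Over all DPPA2/4 promoters with a DPPA4 domain in both arms, the median change per library read was −0.41 in shDPPA4 (0.751-fold, lower at 80.2% of 7474 promoters) and −0.67 in shDPPA2+4 (0.629-fold, lower at 92.2% of 7643). At promoters with neither protein in parental cells it was −0.24 and −0.49. Without the scaling per library read, the medians at DPPA2/4 promoters were −1.25 and 0.28, so that the direction in shDPPA2+4 cells rests on the scaling. In shDPPA4 cells the list went from 76174 domains over 96.7 Mb to 39246 over 32.0 Mb, and 11318 of 14321 promoters with DPPA4 (79.0%, 78.4–79.7%) still had a domain above the fold limit after doxycycline. In shDPPA2+4 cells it went from 44555 domains over 70.0 Mb to 38898 over 40.7 Mb, with 12178 of 13509 promoters (90.1%, 89.6–90.6%) still having one. The doxycycline library had 0.561 times the reads of its control in shDPPA4 and 1.93 times in shDPPA2+4.

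RING1B density per library read was also lower after doxycycline at most DPPA2/4 promoters. CNNM3 changed by −0.53 on the log2 scale in shDPPA4 cells and by −1.36 in shDPPA2+4 cells, RNF2 by −0.69 and −1.51, SNX18 by −0.70 and −1.26, and FOXO3 by −0.72 and −0.93. In contrast, TRMU had 0.06 and 0.02, and CCND3 −0.04 and 0.15. Over all DPPA2/4 promoters with RING1B in both arms the median was −0.32 in shDPPA4 (0.80-fold, lower at 80.5% of 7251) and −0.73 in shDPPA2+4 (0.604-fold, lower at 95.1% of 5699), and at promoters with neither protein −0.17 and −0.61. Without scaling, the medians at DPPA2/4 promoters were 0.04 and −0.03, so that the lower density rests on the scaling, which was chosen after the files had been seen. The planned difference between the promoter classes was thus −0.15 in shDPPA4 (95% bootstrap interval −0.18 to −0.13) and −0.12 in shDPPA2+4 (−0.14 to −0.09). The class with neither protein was defined in parental cells and was not free of DPPA4 in these lines. Of its promoters here, 1256 of 2600 in shDPPA4 and 1034 of 1816 in shDPPA2+4 had a DPPA4 domain in both arms. The effect of this on the difference was not tested. Random lists matched on control density gave −0.13 (−0.14 to −0.11) and −0.10 (−0.12 to −0.08), which put the observed values at percentiles 0.06 and 4.69. These lists were as long as the DPPA2/4 lists and may largely hold DPPA2/4 promoters themselves, so that they are no independent comparison.

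**Figure D5:**
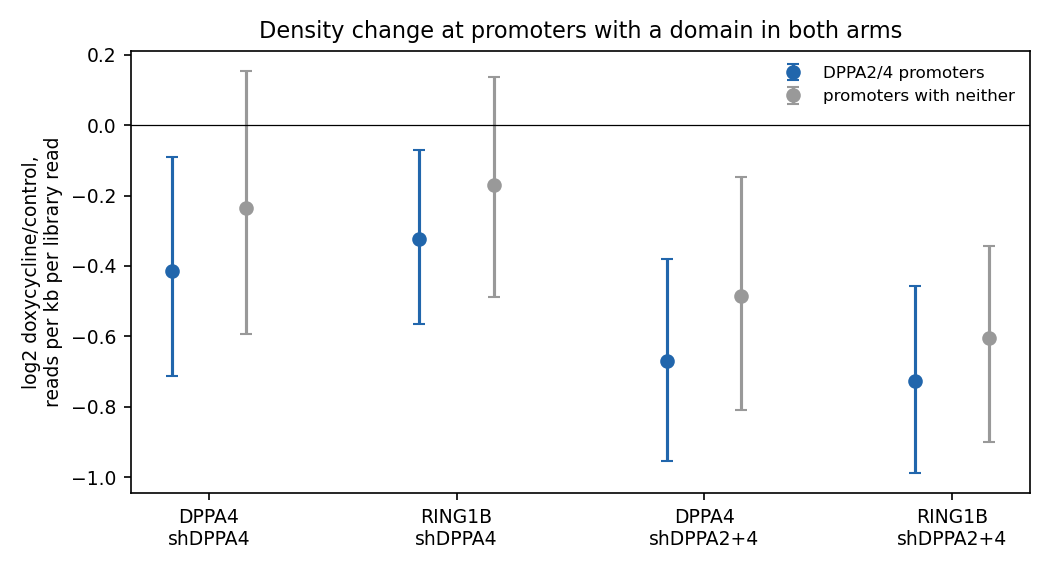
Median log2 change of DPPA4 and RING1B reads per kb per library read (vertical axis), doxycycline over control, at promoters with a domain in both arms, with bars for the interquartile range over promoters. Medians at DPPA2/4 promoters (−0.41, −0.32, −0.67 and −0.73 from left to right) lie below those at promoters with neither protein.

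RING1B domains above the fold limit were still found after doxycycline at 7251 of 7437 DPPA2/4 promoters (97%) in shDPPA4 and at 5699 of 7176 (79.4%) in shDPPA2+4, compared with 93.4% and 73.7% of promoters with neither protein. The difference was 4.07 percentage points in shDPPA4 (matched lists 2.00, percentile 100) and 5.72 points in shDPPA2+4 (matched lists 4.84, percentile 82.8). The matched lists were as long as the DPPA2/4 lists and may largely hold DPPA2/4 promoters themselves. The difference turned to −2.67 and −14.0 points with a log2 fold limit of 2 and to −7.35 points in shDPPA4 with lists of equal length. With the other caller it was 20.2 and 11.0 points. There RING1B came from MACS2 and the promoter classes from EPIC2 (8560 and 8254 DPPA2/4 promoters with RING1B). Those values therefore change caller and promoter class together. Of 7050 DPPA2/4 promoters with RING1B in both controls, 64 had no RING1B domain above the fold limit after doxycycline in both lines. The 10 with the highest control density among these were OSGEP and APEX1, which share a promoter, LIN37, EMD, CCM2, ZNF140, OPA3, ACTMAP and SNRPA, which share another, and EXOC8. OSGEP acts in tRNA modification, APEX1 is a base excision repair endonuclease, EMD encodes emerin of the nuclear envelope and SNRPA a splicing protein. Each still had a domain at a lower fold: at OSGEP and APEX1 the log2 fold over IgG went from 1.45 to 0.79 in shDPPA4 and from 2.08 to 0.83 in shDPPA2+4, and at EMD from 1.53 to 0.57 and from 1.85 to 0.52. Some ended just under the limit of 1 in shDPPA4: EXOC8 went from 1.09 to 0.98, LIN37 from 1.62 to 0.98 and CCM2 from 1.81 to 0.97. Over all 7050 promoters, those without any listed RING1B domain numbered 29 (0.411%) in shDPPA4 and 580 (8.23%) in shDPPA2+4. Those without a domain above the fold limit numbered 130 in shDPPA4 and 1385 in shDPPA2+4. Of these, 94 and 78 had a RING1B peak by MACS2.

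RING1B changes in the gene groups were set against matched lists of DPPA2/4 promoters. Developmental transcription factors had a median of −0.00 in shDPPA4 cells, lower at 25 of 50 bound promoters, with DLX1 at −0.20 and DLX3 at 0.03, whereas lists matched on control density had −0.38 (percentile 100). Their domains were long, with a median of 4.4 kb, and lists matched on domain length had −0.17 (percentile 99.9). In shDPPA2+4 cells their median was −0.72, lower at 46 of 46 promoters, with DLX1 at −0.96 and DLX3 at −0.44, near the matched −0.79 (percentile 87.9, or 39.7 matched on length). Wnt signalling genes had a median of −0.24 in shDPPA4 (percentile 86.9), lower at 25 of 31. In shDPPA2+4 it was −0.92 compared with −0.75 in matched lists (percentile 3.20), lower at 26 of 26, with WNT2B at −1.28, WNT7B at −1.08 and WNT4 at −1.06. Autophagy and proteasome genes had −0.46 and −0.80 (percentiles 10.7 and 28.3), ribosomal proteins −0.37 and −0.72 (45.4 and 73.6), Polycomb subunits −0.41 and −0.61 (14.9 and 90.7), pluripotency genes −0.18 and −0.73 (80.2 and 42.5), and germline genes −0.36 and −0.81 (52 and 43.9). Matched on domain length instead, some groups stood lower among their lists, autophagy and proteasome genes at percentiles 3.11 and 22.6 and Polycomb subunits at 4.67 and 81.7, and Wnt signalling genes in shDPPA2+4 at 0.38. These comparisons of gene groups were added after the data had been seen, and the difference between the lines was not tested.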

Values the study reported

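In NCI-H661 cells the text of the study reported 16,220 peaks carrying both DPPA2 and DPPA4, from ChIP-seq, CUT&RUN or both. Its figure captions give a different number for this set. It gave 56.7% of TSSs with a CpG island as bound by DPPA2/4, which were 11,925 of 21,025, and counted 662 bound TSSs among the 15,486 without an island. After the induced expression of both proteins in NCI-H1299 cells, the study counted 5900 shared peaks.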

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

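The tests of library size, among mouse antibodies in H1299 and in shDPPA2+4 cells, were chosen after the results had been seen.

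Among the 6 DPPA2-directed libraries of H1299, replicate 2 of the Flag monoclonal antibody stood far from the others, with 20.3% of its domains at promoters against 41.2% in the nearest library, and its 4904 domains were the extreme of a pattern in which replicate 2 had fewer domains for all 6 antibodies. A distance of this kind arises by chance in about 1 in 20 groups, and 4 groups were examined. Fewer reads alone are argued against: replicate 2 libraries were at least 1.12 times the size of replicate 1 for the mouse antibodies (DPPA2, Flag monoclonal, V5), though 0.824 to 0.893 times for the rabbit antibodies, and at promoters with a domain in both replicates density per library read was at most 0.583-fold of replicate 1 for all 6. Scattered background remains a candidate explanation for the Flag monoclonal library alone, where 37.6% of domains overlapped a domain of another H1299 library, against 77.5% to 96.0% in the other 11. Weaker enrichment in replicate 2 stays open for the other antibodies, and no biological explanation was tested, since the labels name no difference between replicates.

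The number of RING1B domains moved in opposite directions after doxycycline in the knockdown lines, from 42613 to 61213 in shDPPA4 cells (log2 ratio 0.52) and from 31502 to 27192 in shDPPA2+4 cells (−0.21), although the length they covered was higher in both (34.4 to 57.3 Mb and 21.8 to 22.7 Mb), a gap of 0.73 that was not tested because each arm had 1 library. With MACS2 the number of RING1B peaks was lower in both lines (−0.69 and −1.72). Fewer reads could not have set the lower number in shDPPA2+4 cells, where the doxycycline library was 1.62 times the size of its control. Its domains were longer (median 600 bp against 500 bp), and whether a larger library joined neighbouring domains into fewer was not tested. In shDPPA4 cells the doxycycline library was 1.28 times the size of its control. There a larger library listing more weak domains cannot be told apart from a rise. The number of domains with many reads per library read was 1.1 times that of the control, between the values set beforehand for either outcome. The different knockdowns, of DPPA4 alone or of DPPA2 and DPPA4, remain an untested biological explanation.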

How the results depend on the processing

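The alternatives for counts of DPPA2/4 promoters and of overlapping peaks or domains were added after the data had been seen. Over 21 results and their alternatives, 87 values stayed within their error or the 1.5-fold range for counts, or on their side of the test, 73 moved beyond it in the same direction and 6 reversed. Of the 87, 5 come from permutations of 3 against 3, whose smallest p is 0.1, and tell nothing about stability. The H1299 overlap has a wide error (SD 23.8, n = 2), so that 45.9% with a log2 fold limit of 2, 75.2% with Flag superclonal for DPPA2, and 77.9% (ab154642) and 87.5% (V5) for DPPA4 also count as unchanged from 64.0%. The cause of the changes was not tested. The density results have no value under the other caller, since MACS2 gives no counts.

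With a log2 fold limit of 2, the H661 overlap was 54.6%, its promoter share 59.7% and the CpG-rich share 56.5%, and in H1299 3158 DPPA2/4 promoters and 3807 overlapping domains remained of 6193 and 7541. DPPA4 promoters kept were 69.8% (shDPPA4) and 81.0% (shDPPA2+4). The difference in RING1B promoters kept reversed to −2.67 and −14.0 points and that of MTF2 presence to −3.68, while RING1B presence differed by 20.9, PCGF1 by 25.6 and EP300 by 27.3 points. Without a fold limit, DPPA4 promoters kept were 79.9% and 91.2%, RING1B kept differed by 12.2 points in shDPPA2+4, and PCGF1, MTF2 and EP300 presence by 39.7, 14.1 and 46.4 points.

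With the other caller, the H661 overlap was 50.8%, its promoter share also 50.8%, the CpG-rich share 72.4%, the H1299 overlap 39.9% and the H1299 promoters shared with H661 94.7%, on 742 DPPA2/4 promoters and 830 overlapping regions in H1299. Overlapping regions in H661 numbered 21718 instead of 12993, and DPPA2/4 promoters 9624 instead of 7820. This setting changes the caller of every list. The values for H1299 sharing, RING1B kept and presence therefore rest on EPIC2 promoter classes of H661. The directed differences were −1.85 in log2 number (exact p = 0.379) and −9.84 points in promoter share (exact p = 0.535). DPPA4 promoters kept were 76.7% and 85.9%, RING1B kept differed by 20.2 and 11.0 points, and RING1B, PCGF1 and EP300 presence by 35.6, 6.56 and 48.4 points. With lists of equal length, DPPA4 promoters kept were 83.6% and 91.9%, and the RING1B difference in shDPPA4 reversed to −7.35 points.

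Counting any overlap gave 50.2% in H661, and requiring 50% of the shorter peak 46.0%. Promoters of TSS ± 500 bp gave a promoter share of 49.8%, a CpG-rich share of 55.5%, DPPA4 kept of 77.8% and 89.4%, and differences of 30.2 (RING1B), 34.8 (PCGF1), 10.8 (MTF2) and 43.5 points (EP300). Using any transcript start, these were 64.7%, 63.0%, 79.99%, 90.8%, 30.8, 38.5, 11.0 and 46.5. The looser CpG class gave 55.1%.

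With ab154642 defining DPPA4 in H661, the overlap was 56.9%, the promoter share 53.2%, the CpG-rich share 62.5%, the RING1B density difference in shDPPA4 −0.18, and RING1B, MTF2 and EP300 presence differed by 30.5, 8.03 and 49.5 points. With the central-region antibody these were 5.26%, 64.6%, 7.91%, −0.12, 26.4, 2.41 and 41.8, the PCGF1 difference was 52.9 points, 13.3% of H1299 promoters were shared with H661, and 1069 DPPA2/4 promoters (of 7820) and 1402 overlapping peaks were counted in H661.

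Leaving out replicates, the H1299 overlap ranged from 43.9% to 77.6%, the share also bound in H661 from 59.9% to 75.3%, DPPA2/4 promoters from 6122 to 12259 and overlapping domains from 7926 to 26451, the higher counts without replicate 2, whose lists are shorter. The directed difference in log2 number ranged from −0.78 to −0.31 and that in promoter share from −11.5 to 6.37 points, and without the Flag monoclonal antibody they were −0.21 and 1.79 points. With the replicate number as a block, the differences of −0.55 and −2.57 points had exact p = 0.0950 and 0.805, so that no call changed, and over antibody means permutation p = 0.3 and 0.7, where 0.1 is the smallest possible. The replicates share only a number in the labels. For its tests of doxycycline against vehicle the paper describes replication in complete batches. It does not say whether this covers the H1299 antibodies. Replicate 1 had the higher number of domains in 6 of 6 antibodies (median log2 difference 0.92) and the higher promoter share in 1 of 6. Absolute library depth beyond the reads in domains is unknown, and only the size relative to the IgG control could be derived. With 1 library per arm in H661, a change that all promoters share cannot be separated from the quality of a library.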

Other observations

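All 4 tests of control density and of RING1B following DPPA4 were chosen after the results had been seen, and the tests of domain length before.

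Several gene groups stood far from their CpG-matched lists for RING1B, MTF2 or EP300. Neuroendocrine markers carried MTF2 in both control arms at 16 of 16 promoters (percentile 99.97 among CpG-matched lists) but EP300 at 2 of 16, DLL3 and UCHL1 (percentile 0.02). NEUROD1 carried RING1B and MTF2 but no EP300 in both control arms, and neither DPPA2 nor DPPA4 in parental cells. Germline genes were low for RING1B (13 of 42, percentile 0.015), MTF2 (12 of 42, percentile 0.01) and EP300 (10 of 42, percentile 0.165), with no domain of any of these at DAZL or DDX4. Polycomb subunits carried EP300 at 32 of 36 promoters (percentile 99.97), and autophagy and proteasome genes at 49 of 65 (percentile 99.5), ATG3 and ATG12 among them. Keratin-associated protein genes carried MTF2 at 30 of 94 promoters (percentile 100), KRTAP1-1 and KRTAP1-3 included, but none of RING1B, PCGF1 or EP300. These genes lie in clusters, so that neighbouring promoters can share a domain. UCHL1 was named after its value was seen.

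Of promoters with neither DPPA2 nor DPPA4, 58.6% carried none of RING1B, PCGF1, MTF2 and EP300, compared with 4.17% of DPPA2/4 promoters, and weighted to the CpG content of the latter 20.9%. MTF2 without RING1B was found at 15.6% of promoters with neither protein (19.7% weighted) and at 4.09% of DPPA2/4 promoters. Of the 10 promoters named for a RING1B domain that passed under the fold limit after doxycycline in both lines, CCM2 alone carried MTF2 in both control arms. In H1299, 5 of the 6 replicate 1 libraries had domains within the body of DPPA2 or DPPA4 outside their promoters, 12 in all, and each of the 12 touched an exon of the canonical transcript, while exons make up 6.08% of DPPA2 and 24.4% of DPPA4. The 6 replicate 2 libraries had 0 such domains. In parental H661, which carries no introduced gene, 2 of 4 libraries had 3 such domains, and 3 of 3 touched an exon, while in the shRNA lines of H661 7 of 12 such domains did. Whether the H1299 domains hold reads of the introduced coding sequences was not tested.

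RING1B density was lower after doxycycline by more at DPPA2/4 promoters than at promoters with neither protein in both lines. Of the latter, 1256 of 2600 in shDPPA4 and 1034 of 1816 in shDPPA2+4 had a DPPA4 domain in both arms. Once lists matched on control density were subtracted, 16.9% of the gap between the classes was left in shDPPA4 and 17.0% in shDPPA2+4. The matched lists were as long as the DPPA2/4 lists (7251 and 5699 promoters), beside 2600 and 1816 promoters with neither protein. They may therefore largely hold DPPA2/4 promoters themselves, which would lower the share left. How much of the gap the higher control density of DPPA2/4 promoters accounts for cannot be told from this test. Domains drawn with another length in the doxycycline arm are argued against in shDPPA2+4, where promoters of like length in both arms still differed by −0.14 (−0.18 to −0.09), and cannot be told apart in shDPPA4, where the difference was −0.0538 (−0.13 to −0.01). That RING1B follows the loss of DPPA4 promoter by promoter, the hypothesis of biology, stays open: across DPPA2/4 promoters, which are not independent replicates, Spearman's rho between both changes was −0.0426 in shDPPA4 and 0.0352 in shDPPA2+4. RING1B changes hardly repeated between the lines (rho 0.0334), while DPPA4 changes did (rho 0.392), so that these libraries may hold too little repeatable RING1B signal to decide it.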
